A study of Homo sapiens with 78 samples. Its data were reported in "Differential RELA and GR recruitment to the BIRC3/BIRC2 locus: Molecular insight as to combinatorial regulation by proinflammatory cytokines and glucocorticoid" (2025).

How the data were processed

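Poly(A) RNA was sequenced from A549 cells, an established line of human lung carcinoma epithelial cells with features of alveolar type II cells. The cells were not stimulated (NS) or were treated with the cytokine interleukin-1β (IL-1β, IL1B in the labels) at 1 ng/ml, with the inhaled glucocorticoid budesonide at 300 nM, which activates the glucocorticoid receptor (GR), or with IL-1β plus budesonide. Cells were harvested after 1, 2, 6, 12 and 24 h. Groups were taken from the titles that the labels give each library. The 4 treatments and 5 times made 20 groups and 78 libraries. 18 groups held 4 libraries, and NS at 6 h and IL-1β-plus-budesonide at 12 h held 3 each. The labels speak of 4 independent experiments, and of 3 at 12 h, where 3 of the 4 groups held 4 libraries. They do not say which library came from which experiment. The values of 1 more library, NS at 6 h with the number 3, which the labels used here do not list, were not analysed here.

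The authors prepared stranded libraries, quantified transcripts with kallisto on the human genome build GRCh38 (hg38) and normalized and tested them with sleuth, whose Wald test gave their adjusted values. The deposited gene-level table holds TPM values that the authors rescaled between libraries, so these values are treated as a normalized signal. They were not rescaled again. The deposited comparison tables give 1 log2 fold change and 1 adjusted p-value (a q-value in sleuth) per gene and comparison, as the authors computed them, for 15394 genes and 15 comparisons. These tables were used only as an alternative to the calls computed here. The paper gives 1 approximate depth for all samples. The files give no read counts, so the depth of each library is unknown and no interval for counting error is given. The sum of the values lay between 812680 and 1009499 TPM per library, with a median of 857447 TPM. Between 11738 and 12321 genes reached 1 TPM in a library, and 0 pairs of libraries held identical values.

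Of the 19652 genes listed, 13327 with at least 1 TPM in at least 3 libraries were tested, and 6325 were removed by this filter. Values were analysed as log2 of the TPM plus a pseudocount of 0.5, which understates the fold change of genes with low values. A linear model with 1 mean per group was fitted to all 78 libraries in limma 3.58.1 under R 4.3.3, leaving 58 residual degrees of freedom, and standard errors were moderated with a trend on mean level. Each treatment was compared with NS at the same time, the cotreatment with each single treatment, and the interaction was the cotreatment change minus the sum of both single changes on the log2 scale. Each contrast was also averaged over the 5 times, and NS at 24 h was compared with NS at 1 h. All tests were two-sided unless stated. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the 13327 genes of a contrast. A gene was called where the adjusted p was at most 0.05 and the absolute log2 fold change at least 1. Values after ± are standard errors (SE) for log2 fold changes and standard deviations (SD) for TPM. The fit was tested on simulated data made from the means of the 13327 genes, with changed genes in IL-1β against NS at 6 h. It recovered 47 of 50 genes changed 3-fold, 50 of 50 changed 4-fold and 50 of 50 changed 8-fold. It recovered 0 of 50 changed 1.5-fold, a change below the minimum for a call. Their median estimate was 0.616 on the log2 scale (true value 0.585). For that comparison 3 unchanged genes were called.

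A total of 27 gene lists were fixed before the data were examined. Those of inflammation were nuclear factor κB (NF-κB) pathway, cytokines and chemokines, interferon-stimulated, adhesion and matrix, acute phase and prostanoid, immediate early and mitogen-activated protein kinase (MAPK) phosphatase genes. Those of cell death were inhibitors of apoptosis, antiapoptotic and proapoptotic BCL2 family, caspases and inflammasome, death receptor signaling, and stress and p53 genes. The others were GR targets, cell cycle, cholesterol synthesis, unfolded protein response, circadian clock, ion transport and surfactant, receptors and enzymes of the treatments, 20 genes named by the study, epithelial markers, markers of immune cells, fibroblasts and endothelial cells, reference genes, and mitochondrially encoded genes as a measure of RNA quality. Each was tested on the time-averaged contrasts with camera in limma, which compares a list with all other genes, with a preset correlation of 0.01 and again with an estimated correlation. The p-values were adjusted over the 108 tests of 27 lists and 4 comparisons. Calls per list are given over all genes tested. Calls adjusted over the list alone were counted as well.

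Genes named in the text were chosen by a rule fixed before the data were examined. BIRC3, BIRC2 and the 20 genes named by the study were named throughout. For each treatment against NS the 10 highest and 6 lowest time-averaged changes among genes called at 3 or more times with a mean of at least 1 TPM were named. For the cotreatment the 10 lowest and 10 highest changes against IL-1β among genes raised by IL-1β, the 6 lowest and 6 highest against budesonide among genes raised by budesonide, and the 5 lowest and 5 highest interactions among genes called at 2 or more times were named. From each list up to 4 called members with the largest time-averaged change were named. Pseudogenes and clone names were passed over. Some genes that the rule selects are left out of the text.

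Overlap of the genes raised by each single treatment was set against the product of the list sizes divided by the genes tested, against 20 simulations of unchanged groups compared with the same NS libraries, and against a split of the NS libraries between the treatments. Correlations across genes compared the time-averaged budesonide change with the change of the IL-1β response, and the reverse. Additivity of BIRC3 and BIRC2 was computed on fold values of each replicate number against NS of that number, as the combined effect minus the sum of both single effects, with an exact two-sided sign permutation test per time. Other splits of the libraries were counted over 35 divisions of 4 against 4 replicate series, or 100 random draws. Gene positions, transcript length, GC content and the share of 31-base sequences found in other genes came from GENCODE 44, which uses the same build as the authors (GRCh38). Of the listed genes, 19420 were matched by symbol. Alternatives were pseudocounts of 0.1 and 1, no filter, a mean of at least 5 TPM, median-of-ratios and quantile scaling, a replicate block, a fit for each time, robust moderation, each replicate number left out, other thresholds, the authors' table, fry in limma, the list tests at 6 h, other gene selections for the correlations and, chosen after the data were seen, 5 libraries left out. Calculations also used statmod 1.5.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.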

Results

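mRNA levels were measured by RNA sequencing in A549 cells, a human lung carcinoma epithelial line, after no stimulation (NS), IL-1β (an inflammatory cytokine that activates NF-κB), budesonide (a glucocorticoid that activates GR) or IL-1β plus budesonide. There were 4 libraries for each treatment at 1, 2, 6, 12 and 24 h, except NS at 6 h and IL-1β-plus-budesonide at 12 h, which had 3. Values are normalized TPM. Their sum lay between 812680 and 1009499 TPM per library, mitochondrially encoded genes took 11.8% to 17.2% of it and the 10 highest genes 13.9% to 17.9%. The read depth of each library is unknown. In 5 libraries (IL-1β-plus-budesonide at 1 h number 4 and at 12 h number 2, IL-1β at 24 h number 2, and budesonide at 2 h number 3 and at 12 h number 2) the distance to the group was 0.290 to 0.459, against a median of 0.134 and a highest value of 0.273 in the other 73 libraries. Log2 fold changes are means over the 5 times unless a time is given.

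The first comparison asked which genes IL-1β regulated. Genes for chemokines that attract neutrophils, monocytes and lymphocytes were upregulated most. CXCL8 mRNA rose by 8.20 ± 0.10 (SE) on the log2 scale, from 2.10 to 2.99 TPM in NS to 580 to 1186 TPM across the times (n = 4 per group, 3 for NS at 6 h). CCL20 rose by 7.86 ± 0.15, CXCL1 by 7.79 ± 0.08, CXCL2 by 6.75, CXCL3 by 6.64, CCL2 by 5.91 and CCL5 by 5.39. The protease inhibitor gene PI3 rose by 5.94 ± 0.20, the leukocyte adhesion gene ICAM1 by 5.88 ± 0.12, with 7.65 at 2 h, and C15orf48 by 5.70, from 1.38 at 1 h to 8.63 at 24 h. Across the times 1003 genes were upregulated and 1173 downregulated, and 61 genes were upregulated at each of the 5 times. With median-of-ratios scaling the counts were 1078 and 1053, with quantile normalization 1009 and 984, and with a pseudocount of 1 877 and 867, so which direction held more genes depended on these choices. The upregulated and downregulated genes numbered 136 and 1 at 1 h, 376 and 67 at 2 h, 695 and 641 at 6 h, 486 and 410 at 12 h, and 501 and 575 at 24 h.

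**Figure D1:**
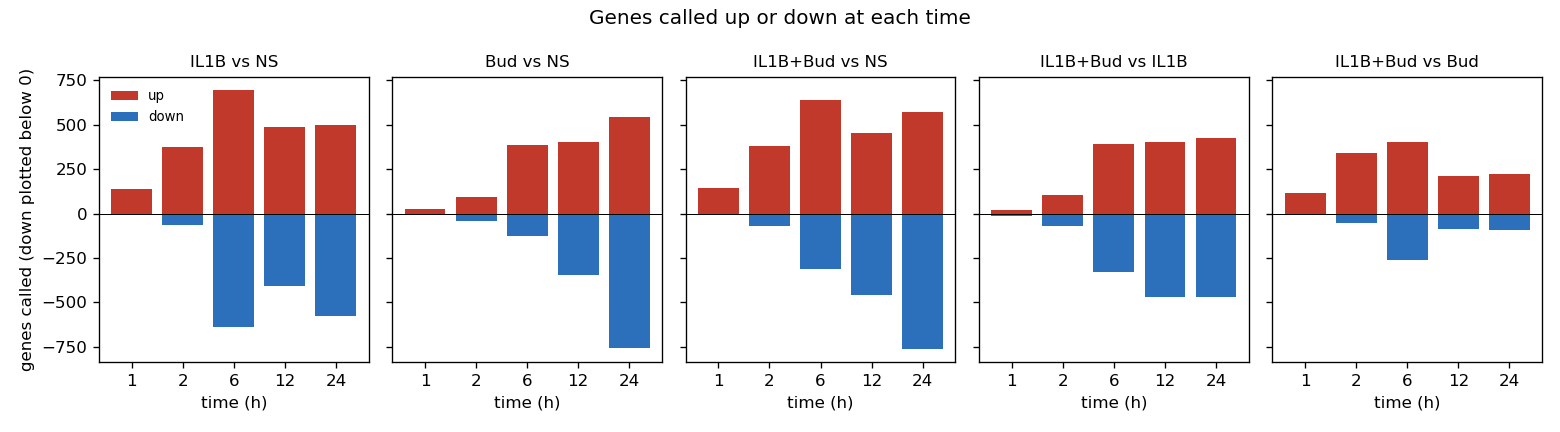
Number of genes called up (red, above 0) or down (blue, below 0) at each time in h for each comparison. IL-1β against NS has 136 genes up at 1 h and 695 at 6 h, and budesonide against NS has 24 up at 1 h and 546 at 24 h.

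Inflammatory gene lists rose with IL-1β. In the cytokine and chemokine list, all 26 tested genes rose (camera adjusted p = 8.78e-48). In the NF-κB pathway list 23 of 29 rose and 6 were not called (adjusted p = 3.3e-33), including TNFAIP3, which encodes the feedback inhibitor A20, at 5.39, NFKBIZ at 3.67, and NFKBIA, which encodes the inhibitor IκBα, at 3.48. The mean of this list was 2.21 at 2 h and 1.62 at 24 h. All 30 tested interferon-stimulated genes rose at some time (adjusted p = 2.38e-31), with IFI27 at 3.45, the transcription factor gene IRF1 at 3.29, ISG15 at 2.70 and the GTPase gene GBP1 at 2.69. The list mean was 0.13 at 1 h, 0.48 at 2 h, 3.39 at 6 h and 1.67 at 24 h. In the adhesion and matrix list 14 of 15 rose and 1 was not called (adjusted p = 2.26e-19), including the metalloproteinase gene MMP10 at 2.52 and the plasminogen activator gene PLAU at 2.51. In the acute phase and prostanoid list 13 of 14 rose and 1 was not called (adjusted p = 1.27e-18), including SERPINA3 at 5.20, SOD2, the mitochondrial superoxide dismutase, at 4.24, complement factor CFB at 4.19 and serum amyloid SAA1 at 4.13. Immediate early genes had their highest mean at 1 h. Of 20, 17 rose, 1 fell and 2 were not called (adjusted p = 6.77e-15), and the list mean went from 2.43 at 1 h to 0.25 at 24 h. FOSB stood at 5.00 at 1 h and 0.17 at 6 h, and JUN at 3.78 at 1 h. Of 13 MAPK phosphatase genes 7 rose and 6 were not called (adjusted p = 2.1e-05), among them DUSP10 at 1.56 and DUSP5 at 1.46. Adjusted over the list alone, each of these counts was the same.

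Genes of cell death were upregulated on both sides by IL-1β. In the antiapoptotic BCL2 family list 2 of 4 rose and 2 were not called (adjusted p = 8.89e-06), BCL2A1 by 4.88 and MCL1 by 1.08 at 12 h. In the proapoptotic list 4 of 12 rose, 1 fell and 7 were not called (adjusted p = 0.0257), with BIK at 1.39, PMAIP1 at 1.17 and BBC3 at 1.04. Of 19 death receptor genes 11 rose and 8 were not called (adjusted p = 6.16e-07), including TNFRSF9 at 3.27, the adaptor kinase gene RIPK2 at 1.49 and the caspase-8 inhibitor gene CFLAR at 1.32. Of 16 stress and p53 genes 8 rose, 2 fell and 6 were not called (adjusted p = 1.84e-05). ATF3, a stress transcription factor, stood at 3.85 at 1 h, PPP1R15A at 3.88 at 1 h, and TXNIP, which encodes a thioredoxin inhibitor, at −1.63 at 6 h. The caspase and inflammasome list, with 5 of 12 up and 7 not called (CASP1 2.60 and CASP4 1.71 at 6 h), did not pass (adjusted p = 0.0928), and neither did the inhibitor of apoptosis list, with 2 of 7 up, 1 down and 4 not called (adjusted p = 0.22). BIRC5, a member that also acts in cell division, stood at −1.81 at 24 h. The counts adjusted over the list alone were the same.

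Cell cycle genes were downregulated late in IL-1β-treated cells. Of 20 tested, 15 fell and 5 were not called (adjusted p = 2.65e-08; adjusted p = 0.112 with an estimated correlation), with a list mean of −0.29 at 6 h and −1.40 at 24 h. At 24 h the ribonucleotide reductase gene RRM2 stood at −2.20. In the epithelial list 4 of 12 fell, 1 rose and 7 were not called (adjusted p = 0.00164; adjusted p = 0.124 with an estimated correlation), and 5 fell when adjusted over the list alone. The cell junction gene CDH1 stood at −1.65 at 6 h. The unfolded protein response list rose, with 4 of 13 called up and 9 not called (adjusted p = 2.35e-05; adjusted p = 0.0933 with an estimated correlation), including the chaperone gene DNAJB9 at 1.57 at 6 h and ERN1 at 1.15 at 12 h. The cholesterol synthesis list passed in the upward direction (adjusted p = 0.013; adjusted p = 0.432 with an estimated correlation), although 16 of its 17 members were not called and 1 was called down. Adjusted over the list alone, the counts for these last 2 lists and for cell cycle genes were the same. The lowest genes were the GTPase regulator RAP1GAP at −1.58 ± 0.05, the keratin gene KRT4 at −1.56, the protein C gene PROC at −1.54, PRRT1B at −1.49, the exchange factor gene VAV3 at −1.44 and the kinesin gene KIF12 at −1.37. With a minimum mean of 5 TPM, which tests fewer genes, the counts of genes up and down were 585 and 692, and the authors' table gave 2006 down.

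The second comparison asked which genes budesonide regulated on its own. TSC22D3, which encodes the glucocorticoid-induced leucine zipper, rose most, by 3.87 ± 0.06, from 12.2 ± 0.601 TPM (SD, n = 4) in NS to 329 ± 20.0 TPM (n = 4) at 24 h. FKBP5, whose product restrains GR, stood at −0.01 at 1 h and rose by 4.61 at 24 h. CIDEC, which encodes a lipid droplet protein, rose by 3.80 ± 0.17, the cadherin gene CDH16 by 3.23, STAC2 by 2.99, OTULINL by 2.91, the cyclin-dependent kinase inhibitor gene CDKN1C by 2.87, RGS2, a brake on G protein signaling, by 2.87, ANGPTL4, an inhibitor of lipoprotein lipase, by 2.81 and the ethanolamine kinase gene ETNK2 by 2.78. Cell cycle genes fell at the late times. CDK1, the kinase that drives mitosis, stood at −3.28 at 24 h, with 97.4 ± 3.77 TPM in NS and 9.64 ± 1.09 TPM (n = 4 each) with budesonide. Across the times 649 genes were upregulated and 847 downregulated, and 23 were upregulated at each of the 5 times. The genes up and down numbered 24 and 3 at 1 h, 91 and 42 at 2 h, 386 and 129 at 6 h, 401 and 347 at 12 h, and 546 and 760 at 24 h.

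Of 25 tested GR target genes, 24 rose with budesonide and 1 was not called (adjusted p = 1.85e-44), and the list mean was 0.83 at 1 h, 1.64 at 2 h and 2.67 at 24 h. Of 20 cell cycle genes, 19 fell and 1 was not called (adjusted p = 1.09e-18), 8 of them at 12 h and 19 at 24 h, among them the S phase transcription factor gene E2F1 at −2.87 and the replication helicase genes MCM2 and MCM5, both at −2.48, at 24 h. Ion transport and surfactant genes rose in 6 of 12 cases with 6 not called (adjusted p = 1.32e-05). The epithelial sodium channel genes SCNN1G, SCNN1B and SCNN1A stood at 3.69, 4.23 and 3.03 at 24 h. SCNN1B went from 0.877 ± 0.122 TPM in NS to 25.5 ± 4.21 TPM (SD, n = 4 each). The antiapoptotic BCL2 list rose (adjusted p = 0.00989), with MCL1 at 1.23 at 6 h as the 1 called gene of 4. In the stress and p53 list 7 of 16 rose, 2 fell and 7 were not called (adjusted p = 0.00985). GADD45A, a growth arrest gene, rose by 1.56, TXNIP by 1.54 and DDIT4, an inhibitor of mTOR, by 1.35, and the kinase gene PLK2 stood at −1.92 at 24 h. Adjusted over the list alone, the counts of these 5 lists were the same. Other divisions of the budesonide and NS libraries had a median of 3 lists passing and a highest of 8, against 6 in the real division.

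Inflammatory lists did not pass under budesonide alone, although single members did. In the cytokine list 7 of 26 fell and 19 were not called (adjusted p = 0.058), including IL11 at −1.42 and CXCL5 at −2.45 at 24 h. In the NF-κB list 5 of 29 rose, 4 fell and 20 were not called (adjusted p = 0.448). NFKBIA rose by 2.08, the RNase gene ZC3H12A by 1.58 and IRAK3, which restrains IL-1 receptor signaling, by 2.17 at 6 h. Immediate early genes went both ways, with 5 of 20 up, 7 down and 8 not called (adjusted p = 0.904). ZFP36, which encodes an mRNA-destabilizing protein, rose by 2.25, FOS by 1.75 and KLF6 by 1.72, and IER3 fell by 1.70. DUSP1, the MAPK phosphatase and GR target, rose by 2.71. In the MAPK phosphatase list 2 of 13 rose, 1 fell and 10 were not called (adjusted p = 0.383). The acute phase list did not pass (adjusted p = 0.136), with 3 of 14 up, 2 down and 9 not called, and SERPINA3 at 3.97, SAA1 at 3.75 and complement C3 at 3.38 at 24 h. Neither the adhesion list (2 of 15 up, 2 down, adjusted p = 0.802) nor the interferon list (1 of 30 down, adjusted p = 0.607) passed. OAS3, the called interferon gene, stood at −1.12 at 24 h. Counts adjusted over the list alone were the same for these lists. Among the lowest genes were RASSF10 at −2.59, the stress cytokine gene GDF15 at −2.09, the inducible prostaglandin synthase gene PTGS2 at −1.93, the cytokine gene TNFSF15 at −1.91 and PTHLH at −1.87.

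IL-1β plus budesonide was compared with NS to describe the combined response. SERPINA3, a serine protease inhibitor, rose by 7.14 ± 0.10, SAA1 by 6.91 ± 0.14, with 9.61 at 12 h, and SAA2 by 5.89. The chemokine genes CCL20 and CXCL8 rose by 6.22 and 6.06, CXCL1 by 6.01 and CXCL2 by 5.63, the C-type lectin gene CLEC4E by 5.77, PI3 by 5.30 and TNFAIP3 by 5.18. A total of 1018 genes were upregulated and 1055 downregulated, and 64 were upregulated at each of the 5 times. The larger direction turned with median-of-ratios scaling (1078 and 951), quantile normalization (1065 and 953) and a pseudocount of 1 (849 and 806). The genes up and down numbered 143 and 2 at 1 h, 381 and 69 at 2 h, 637 and 311 at 6 h, 452 and 461 at 12 h, and 570 and 764 at 24 h. The lowest genes were RASSF10 at −2.35, TM4SF20 at −1.82 ± 0.26, BCAS1 at −1.74, RAP1GAP at −1.73, the Notch target HES1 at −1.71 and the sialyltransferase gene ST8SIA4 at −1.60. SAA1, SAA2, SERPINA3, CCL5, CFB, CXCL1, CXCL2 and CXCL3 share 40.3%, 24.2%, 30.3%, 24.2%, 38.8%, 13.7%, 23.5% and 9.23% of their 31-base sequences with other genes. The assignment of reads from these sequences to each gene is therefore uncertain.

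GR target and inflammatory lists rose together under cotreatment. Of 25 GR targets 24 rose and 1 was not called (adjusted p = 1.83e-35), including TSC22D3 at 3.16 and FKBP5 at 2.65. Of 26 cytokine genes 24 rose, 1 fell and 1 was not called (adjusted p = 3.92e-32), with a list mean of 3.18 at 2 h and 1.86 at 24 h. In the NF-κB list 22 of 29 rose and 7 were not called (adjusted p = 3.09e-30). In the acute phase list 13 of 14 rose and 1 fell (adjusted p = 1.88e-20). Adhesion genes rose in 8 of 15 cases with 7 not called (adjusted p = 3.69e-06), ICAM1 among them at 4.71. Interferon-stimulated genes rose in 16 of 30 cases with 14 not called (adjusted p = 6.15e-10; adjusted p = 0.122 with an estimated correlation), and their mean was 1.24 at 6 h. IRF1 stood at 2.71 and GBP1 at 1.83. Of 20 immediate early genes 16 rose and 3 fell, 2 of them both ways at different times, and 3 were not called (adjusted p = 1.67e-08). Of 20 cell cycle genes 19 fell and 1 was not called (adjusted p = 9.16e-15), with CDK1 at −3.30 at 24 h and E2F1 at −2.68 at 24 h. Ion transport genes rose in 7 of 12 cases with 5 not called (adjusted p = 3.58e-05), SCNN1G by 3.17 and SCNN1B by 2.06. MAPK phosphatase genes did not pass as a list (adjusted p = 0.104), with 6 of 13 up and 1 down, 1 of them both ways. Adjusted over the list alone the last list had 7 up and 1 down, and the counts of the other lists were the same.

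Death-related lists were also followed under cotreatment. The antiapoptotic list rose with 2 of 4 genes called (adjusted p = 3.67e-06) and the proapoptotic list with 3 of 12 up, 1 down and 8 not called (adjusted p = 0.00656). BMF, a proapoptotic gene, stood at −1.15 at 6 h. Stress and p53 genes rose in 8 of 16 cases and 2 fell, 1 of them both ways (adjusted p = 1.92e-05), including ATF3, which stood at 3.38 at 1 h and −1.15 at 12 h. Death receptor genes rose in 6 of 19 cases, 1 fell and 12 were not called (adjusted p = 0.00913; adjusted p = 0.083 with an estimated correlation). The caspase list (4 of 12 up, adjusted p = 0.23) and the inhibitor of apoptosis list (2 of 7 up and 2 down, adjusted p = 0.383) did not pass. The epithelial list fell, with 4 of 12 down, 1 up and 7 not called (adjusted p = 0.0482; adjusted p = 0.388 with an estimated correlation). The unfolded protein response list passed upward although its 13 members were not called (adjusted p = 0.0487; adjusted p = 0.457 with an estimated correlation). DNAJB9 stood at 0.93 at 6 h. Counts adjusted over the list alone were the same for these lists.

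The effect of adding budesonide to IL-1β was then tested directly. Budesonide lowered many inflammatory mRNAs. PTGS2 fell from 485 ± 129 TPM with IL-1β to 29.3 ± 6.72 TPM with cotreatment at 6 h (SD, n = 4 each), a log2 change of −4.02. CXCL8 fell from 1186 ± 284 to 105 ± 15.2 TPM at 6 h, where its log2 change was −3.48, against −0.55 at 1 h and −1.08 at 2 h. IFI27 stood at −2.98, the trefoil peptide gene TFF1 at −2.91, PTGS2 at −2.82, and the cytokine genes IL11, IL23A, IL1A, CXCL3 and IL6 at −2.77, −2.72, −2.46, −2.45 and −2.41. IFI6 stood at −2.35 and the stress response gene IER3 at −2.24. Other IL-1β-upregulated genes rose further. ANGPTL4 rose by 3.17, SAA1 by 2.78, from 35.2 ± 5.02 to 303 ± 50.2 TPM at 6 h (n = 4 each), SAA2 by 2.20, DUSP1 by 2.15, TMEM265 (98.3% of its 31-base sequences occur in other genes) by 2.11, IRAK3 by 1.99, FOS by 1.97, SERPINA3 by 1.94, TNFAIP8L3 by 1.82 and the small GTPase gene RRAD by 1.81. In total 686 genes were higher and 746 lower with cotreatment than with IL-1β. The genes higher and lower numbered 20 and 12 at 1 h, 103 and 73 at 2 h, 391 and 331 at 6 h, 405 and 470 at 12 h, and 428 and 469 at 24 h. Of the 1003 genes upregulated by IL-1β, 414 (41.3%) were lowered, 62 (6.18%) were raised and 527 (52.5%) were not called. Of the 1173 genes downregulated by IL-1β, 204 (17.4%) were raised and 68 (5.80%) were lowered.

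Of 26 cytokine genes 20 fell and 6 were not called (adjusted p = 6.18e-24), with a list mean of −0.24 at 1 h, −0.91 at 2 h and −1.95 at 6 h. Of 30 interferon-stimulated genes 25 fell and 5 were not called (adjusted p = 1.09e-18). ISG15 stood at −2.23 and OASL at −4.23 at 6 h. In the adhesion list 12 of 15 fell, 1 rose and 2 were not called (adjusted p = 3.85e-13), including MMP10 at −2.11, the collagenase gene MMP1 at −1.75, the urokinase receptor gene PLAUR at −1.61 and ICAM1 at −1.17. Of 25 GR targets 23 rose and 2 were not called (adjusted p = 1.87e-38). In the NF-κB list 6 of 29 fell, 1 rose and 22 were not called (adjusted p = 0.000976; adjusted p = 0.0634 with an estimated correlation). TNFAIP3 stood at −0.21 and NFKBIA at −0.04, neither called. Death receptor genes fell in 6 of 19 cases, 2 rose and 11 were not called (adjusted p = 0.00161), including TNFRSF9 at −1.48, RIPK2 at −1.32 and TNFRSF12A at −1.49 at 6 h. MAPK phosphatase genes fell in 6 of 13 cases, 2 rose and 5 were not called (adjusted p = 0.00354), with DUSP8 at −1.24 and DUSP10 at −1.12. Immediate early genes fell in 9 of 20 cases, 5 rose and 6 were not called (adjusted p = 0.0487; adjusted p = 0.323 with an estimated correlation). Ion transport genes rose in 6 of 12 cases, 2 fell and 4 were not called (adjusted p = 0.000197), with SCNN1G at 3.11 and the surfactant gene SFTPD at 1.71. Cell cycle genes fell in 6 of 20 cases with 14 not called (adjusted p = 0.00125; adjusted p = 0.41 with an estimated correlation), AURKA by 1.37 at 24 h. The unfolded protein response list fell with 1 called gene of 13, DNAJB9 at −1.37 at 12 h (adjusted p = 0.00608; adjusted p = 0.322 with an estimated correlation). Counts adjusted over the list alone were the same.

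Lists that did not pass in this comparison held called members. In the acute phase list 6 of 14 rose, 4 fell and 4 were not called (adjusted p = 0.196). Stress and p53 genes rose in 4 of 16 cases and fell in 4 (adjusted p = 0.802), TXNIP by 1.85 upward and PLK2 at −1.74. In the proapoptotic list 3 of 12 fell (adjusted p = 0.607), with BBC3 at −1.27 at 2 h. BCL2A1 stood at −2.13 and was the 1 called gene of 4 in the antiapoptotic list (adjusted p = 0.832). The caspase list did not pass (adjusted p = 0.374), and 1 of 7 fell in the inhibitor of apoptosis list (adjusted p = 0.559), BIRC7 at −1.13 at 24 h. In the epithelial list 4 of 12 rose and 1 fell (adjusted p = 0.588), with the keratin genes KRT8 and KRT18 at 1.80 and 1.79 at 12 h, which share 19.0% and 29.4% of their 31-base sequences with other genes. These counts adjusted over the list alone were the same.

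**Figure D2:**
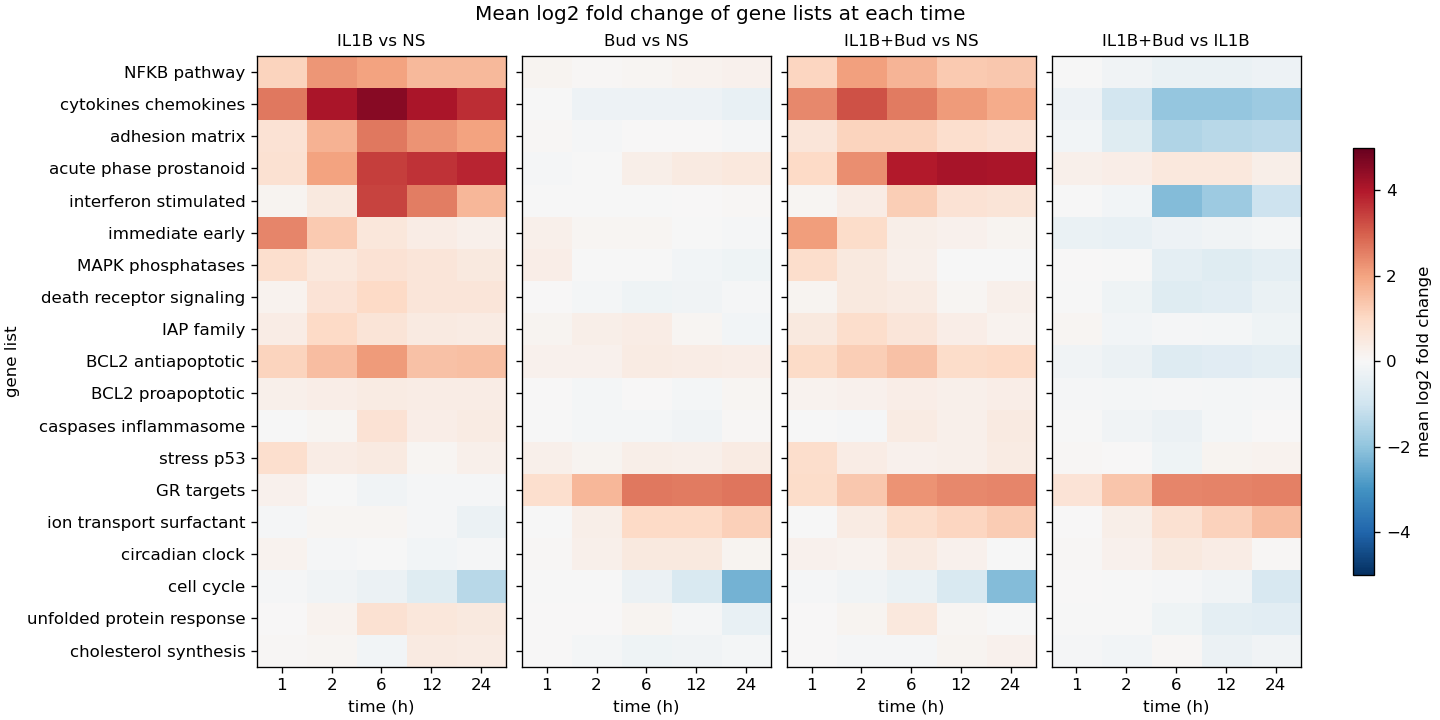
Mean log2 fold change of the tested members of 19 gene lists (vertical axis) at each time in h (horizontal axis) in 4 comparisons, from blue (lower) to red (higher). The interferon-stimulated list has 3.39 at 6 h with IL-1β and 1.24 with IL-1β plus budesonide, and the cell cycle list has −2.36 at 24 h with budesonide.

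The reverse comparison asked what IL-1β did to the budesonide response. Among budesonide-upregulated genes, the carbonic anhydrase gene CA9 stood at −1.81 ± 0.27, STAC2 at −1.56, METTL7A at −1.54, the prostaglandin D synthase gene PTGDS at −1.51, BEST2 at −1.49 and the alkaline phosphatase gene ALPP at −1.46. SERPINA3 rose by 5.34, SAA1 by 4.96, TNFAIP3 by 4.04, the ammonium transporter gene RHCG by 3.08, HSD11B1, which regenerates active glucocorticoid, by 2.39 and ZC3H12A by 2.36. TSC22D3 stood at −1.03 at 24 h. FKBP5, at −0.80 at 24 h, was not called. In total 655 genes were higher and 343 lower with cotreatment than with budesonide, 401 and 263 of them at 6 h and 222 and 95 at 24 h. Of the 649 genes upregulated by budesonide, 157 (24.2%) were lowered and 66 (10.2%) raised. Of the 847 genes downregulated by budesonide, 89 (10.5%) were raised. The count of genes lowered was 562 with a pseudocount of 0.1 and 222 with a pseudocount of 1. Without a fold minimum (adjusted p alone) the larger count turned, with 2332 genes higher and 2709 lower. METTL7A, ALPP and PTGDS share 25.0%, 36.4% and 21.6% of their 31-base sequences with other genes.

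The interaction asked where the combined change departed from the sum of both single changes on the log2 scale, which is the product of the fold values. Among genes called at 2 or more times the lowest values were those of cytokine and interferon genes. IFI27 stood at −3.04, IL23A at −2.76, IL1A at −2.46, IL6 at −2.39 and IFIT1 at −2.27, with −4.69 at 6 h. IL6 was listed at 0 in NS at 2, 6 and 24 h, so its value depends on the pseudocount. For IFI27, IL23A, IL1A and IL6 the interaction was close to the change against IL-1β given above, so it adds little to that comparison. IFIT1 stood at −1.69 against IL-1β. NFKBIA and TNFAIP3, which both treatments raised, stood at −2.12 and −1.34. The acute phase genes SAA2, ORM1 and SAA4 lay above the sum, at 1.96 ± 0.19, 1.70 and 1.35, while CFB, at −1.03 at 12 h, and PTGS2, at −2.30 at 6 h, lay below it. The metallothionein gene MT1M stood at 1.37 and BCAS1 at 1.28. SAA4, MT1M and ORM1 share 74.8%, 44.4% and 51.9% of their 31-base sequences with other genes, and SAA4 and MT1M were listed at 0 in most NS groups. The interaction was called up for 603 genes and down for 462 at any time, for 122 up and 213 down at 2 or more times. It was called up for 2 genes at 1 h and 414 at 24 h, and down for 11 at 1 h, 263 at 6 h and 251 at 24 h. Of the 122 genes, 78 were downregulated by both single treatments and 29 were upregulated by the cotreatment.

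The study examined upregulation by both IL-1β and budesonide for genes of apoptosis. Here the overlap was counted over all genes tested. Both treatments upregulated 121 genes, against 48.8 for independent lists of these sizes (odds ratio 3.06, Fisher's exact p = 1.6e-21, two-sided). The authors' table gave an overlap of 235 genes, 220 of them also upregulated by the cotreatment. Both treatments were compared with the same NS libraries. In 20 simulations of unchanged groups against these libraries 0 genes were called for IL-1β and at most 1 for budesonide, so their overlap of 0 says nothing on the shared libraries. With the NS libraries at 1, 2, 12 and 24 h divided between the treatments the overlaps were 105 (38.2 for independent lists) and 102 (37.2 for independent lists), against 101 with shared libraries at those times (35.9 for independent lists). Of the 121 genes, 113 were also upregulated by the cotreatment. The other 8 were CITED4, HERC5, KCNMA1, KRT16, MAMLD1, RREB1, TRIB3 and U2AF1, which are named because they are few and after their values were seen. A further 434 genes were upregulated by IL-1β only, 216 by budesonide only, 145 by the cotreatment only, 448 by IL-1β and the cotreatment, and 312 by budesonide and the cotreatment. Of the genes upregulated by IL-1β 99 (9.87%) were downregulated by budesonide, and 99 (15.3% of the budesonide-upregulated genes) were upregulated by budesonide and downregulated by IL-1β. A total of 381 genes were downregulated by both.

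The response to one treatment was then compared with the change it made to the response to the other, across genes. Among 538 genes upregulated by IL-1β and regulated by budesonide at an adjusted p of at most 0.05, the budesonide effect and the change of the IL-1β response on cotreatment correlated with r = 0.837 (r² = 0.700, Spearman's rho = 0.834, slope 0.866). Over all 1003 IL-1β-upregulated genes r was 0.702 (r² = 0.492). ANGPTL4, SAA1 and DUSP1 lay at the upper end and IER3, IL11 and PTGS2 at the lower end. Of the 538 genes, 128 were above 0 on both axes, 287 below 0 on both, 120 were above 0 with budesonide and below 0 on cotreatment, and 3 the opposite. Among 485 genes upregulated by budesonide and regulated by IL-1β, the IL-1β effect and the change of the budesonide response correlated with r = 0.873 (r² = 0.762, rho = 0.806, slope 0.737). Of these, 148 were above 0 on both axes and 263 below 0 on both, 67 were above 0 with IL-1β only and 7 the opposite. Computed from the libraries of 1 replicate number at a time, r lay between 0.805 and 0.824 and between 0.835 and 0.858. The 2 axes shared no library, but genes are not independent replicates, and they were selected with libraries that enter the axes. For 23 genes of the apoptosis lists r was 0.785 (r² = 0.616), and for 10 budesonide-upregulated genes of those lists it was 0.972 (r² = 0.945).

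**Figure D3:**
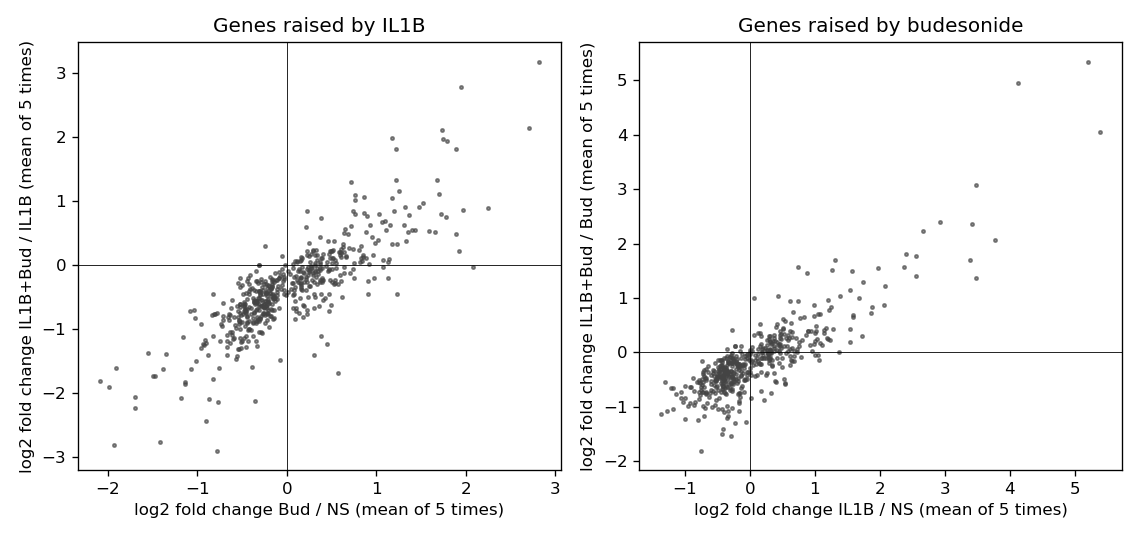
Each point is 1 gene. Left, log2 fold change of budesonide against NS (horizontal) and of IL-1β plus budesonide against IL-1β (vertical) for 538 genes upregulated by IL-1β, r = 0.837, and right, IL-1β against NS and IL-1β plus budesonide against budesonide for 485 genes upregulated by budesonide, r = 0.873.

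BIRC3 and BIRC2 encode inhibitors of apoptosis that ubiquitinate components of NF-κB signaling. On GRCh38 chromosome 11, BIRC3 (ENSG00000023445.17) lies at 102317484 to 102339403 and BIRC2 (ENSG00000110330.10) at 102347211 to 102378670, both on the plus strand with 9 exons, 7807 bases apart. Of their 31-base sequences 1.03% and 0.781% occur in other genes. BIRC3 mRNA was 9.53 ± 1.498, 10.6 ± 1.08, 11.1 ± 1.06, 8.62 ± 1.31 and 8.23 ± 0.933 TPM in NS at 1, 2, 6, 12 and 24 h (SD, n = 4, 3 at 6 h). IL-1β raised it to 77.1 ± 22.7, 319 ± 69.3, 177 ± 6.17, 110 ± 13.4 and 104 ± 18.3 TPM, and budesonide to 21.0 ± 5.02, 47.1 ± 8.46, 49.8 ± 6.16, 40.1 ± 4.41 and 38.8 ± 2.96 TPM (n = 4). With cotreatment it was 83.3 ± 30.7, 299 ± 69.3, 225 ± 19.9, 142 ± 23.3 and 139 ± 10.8 TPM (n = 4, 3 at 12 h). BIRC3 was called up at each time by IL-1β (3.77 ± 0.08 on the log2 scale, adjusted p = 1.8e-48), by budesonide (1.92 ± 0.08, adjusted p = 1.1e-31) and by the cotreatment (4.00), higher in every treated library than in any NS library of its time. Against IL-1β alone the cotreatment value was 0.43 at 24 h (adjusted p = 0.043) and 0.22 over the times (adjusted p = 0.013), below the minimum for a call.

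BIRC2 mRNA rose with IL-1β and not with budesonide. It was 24.8, 23.7, 26.6, 25.7 and 24.6 TPM in NS and 32.9 ± 5.16, 97.4 ± 16.7, 59.5 ± 5.66, 44.7 ± 2.70 and 40.9 ± 3.56 TPM with IL-1β (SD, n = 4), and was called up at 2 h (2.02) and 6 h (1.15). With budesonide it stood between 25.1 and 28.8 TPM and was not called at any time. With cotreatment it was 35.3 ± 3.74, 64.3 ± 13.4, 33.5 ± 3.30, 30.3 ± 1.12 and 26.4 ± 1.4998 TPM, called up at 2 h (1.42). Against IL-1β alone the values were −0.60 at 2 h (adjusted p = 0.0007) and −0.82 at 6 h (adjusted p = 4.7e-07), below the minimum for a call.

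Additivity was computed on linear fold values. BIRC3 rose 8.03-, 29.8-, 16.3-, 11.9- and 12.9-fold with IL-1β, 2.19-, 4.40-, 4.68-, 4.59- and 4.74-fold with budesonide and 8.65-, 28.0-, 21.2-, 15.5- and 17.1-fold with cotreatment at 1, 2, 6, 12 and 24 h. The combined effect was 93.0%, 83.7%, 107%, 100.0% and 103% of the sum of both effects. The difference was −0.57 ± 0.514, −5.23 ± 2.29, 1.25 ± 1.72, 0.01 ± 1.96 and 0.47 ± 0.952 fold units (SD), with exact permutation p-values of 0.25, 0.13, 0.5, 1 and 0.625. The smallest p this test can give is 0.13 with 4 numbers and 0.25 with 3, so it could not reach 0.05. At 2 h the difference was below 0 in 4 of 4 numbers. On the log2 scale the BIRC3 interaction stood at −2.18 at 2 h and at −1.77, −1.80 and −1.75 at 6, 12 and 24 h, each called, which is a value below the product of the folds. For BIRC2 the combined effect minus the sum was 0.07, −1.55, −1.13, −0.52 and −0.76 at 1, 2, 6, 12 and 24 h (exact permutation p = 0.625, 0.13, 0.25, 0.25 and 0.13). It was below 0 in every number at 2, 6, 12 and 24 h (4, 3, 3 and 4 numbers). The BIRC2 interaction on the log2 scale stood at −0.73, −0.92, −0.59 and −0.84 at these times (adjusted p = 0.0196, 0.000351, 0.0342 and 0.000431), below the minimum for a call.

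**Figure D4:**
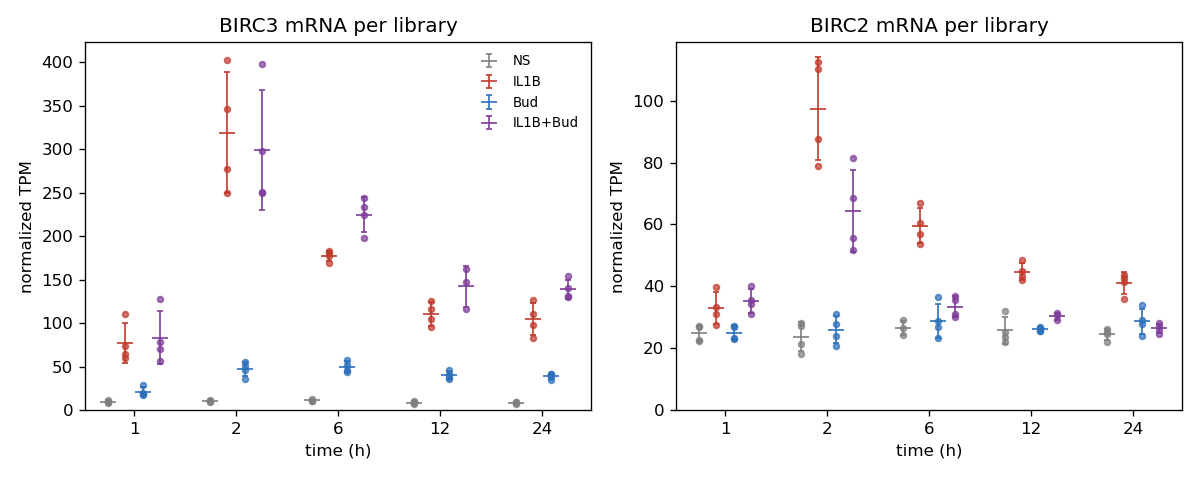
Normalized TPM of BIRC3 (left) and BIRC2 (right) in each library (points) with the mean and SD (bars) by treatment and time in h. BIRC3 reaches 319 TPM with IL-1β and 299 TPM with cotreatment at 2 h, and BIRC2 reaches 97.4 and 64.3 TPM.

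The 20 genes named by the study were chosen on these samples, so their direction is not independent evidence. With IL-1β 18 rose (adjusted p = 1.75e-19), with budesonide 16 (adjusted p = 7.03e-23) and with cotreatment 19 (adjusted p = 1.97e-32). Against IL-1β alone, 7 were higher, 1 lower and 12 not called (adjusted p = 6.72e-06). Adjusted over the list alone the counts were the same. The adaptor gene TRAF1 stood at 3.43 at 2 h with IL-1β and at −1.36 at 6 h in cotreatment against IL-1β. TNFSF14, a TNF family cytokine, stood at 1.41 at 24 h with IL-1β and at 1.27 at 6 h against IL-1β. With IL-1β CD38 stood at 1.67 at 24 h, TGFBR1 at 1.16 at 12 h and B4GALT1 at 1.13 at 12 h. In cotreatment against IL-1β these genes stood at 1.33, 1.58 and 1.05 at single times. Their means over the times were 0.61, 0.79 and 0.50. SGK1 and ERRFI1, a kinase and an inhibitor of EGFR, were not called with IL-1β (0.68 and 0.31) and rose with budesonide by 1.34 and 1.96. EGFR stood at 1.60 at 6 h with IL-1β and at 1.34 at 24 h with budesonide, and UNC5B stood at 1.57 at 2 h with IL-1β and rose by 1.18 with budesonide. PIM3, a survival kinase gene, stood at 2.00 at 1 h with IL-1β and rose by 1.34 with budesonide. KCNMA1 stood at 1.73 at 24 h with IL-1β, at 1.06 at 24 h with budesonide, and was not called with cotreatment (0.81 at 24 h). DDIT4 stood at 1.05 at 1 h with IL-1β. TRAF1 and CFLAR were not called with budesonide (0.41 and 0.47). CASP1 stood at 2.70 at 24 h with cotreatment and shares 8.73% of its 31-base sequences with other genes.

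Other lists served as controls. With IL-1β alone 4 of the 25 GR targets rose, 6 fell and 15 were not called (adjusted p = 0.931), 5 up and 6 down when adjusted over the list alone. With budesonide alone the death receptor list (2 of 19 down, adjusted p = 0.379), the proapoptotic list (1 of 12 down, adjusted p = 0.865), the caspase list (1 of 12 up, adjusted p = 0.423), the inhibitor of apoptosis list (1 of 7 up and 1 down, adjusted p = 0.817), the epithelial list (3 of 12 up and 3 down, adjusted p = 0.345), the cholesterol synthesis list (adjusted p = 0.121) and the unfolded protein response list (adjusted p = 0.802) did not pass. TNFRSF11B, a decoy receptor gene, stood at −1.46 at 24 h with budesonide. Ion transport genes did not pass with IL-1β (2 of 12 up and 3 down, adjusted p = 0.899), and cholesterol synthesis genes did not pass with cotreatment against NS (adjusted p = 0.416) or IL-1β (adjusted p = 0.0693). Mitochondrially encoded genes, a measure of RNA quality, did not pass with IL-1β (adjusted p = 0.947) or budesonide (adjusted p = 0.211) over the times. At 24 h their list mean was 0.20 with budesonide, and they took 15.5% to 17.2% of the values with budesonide and 14.5% to 16.0% in NS. Of 12 reference genes 1 rose with IL-1β, B2M at 1.79 at 12 h, a gene that interferon also regulates (adjusted p = 0.436). Of the markers of other cell types few were tested. The 3 tested immune cell markers rose with IL-1β (CD68, which shares 77.1% of its 31-base sequences with other genes, 2.14 and CD14 1.52 at 24 h, ITGAM 1.10), as did the 1 tested endothelial marker (CDH5 1.04 at 6 h), and 3 of 5 fibroblast markers fell (THY1 −1.62 at 24 h, COL1A1 −1.56 at 6 h and COL3A1 −1.33 at 12 h). As lists these did not pass (adjusted p = 0.0912, 0.121 and 0.371). In NS cells 56 genes were higher and 28 lower at 24 h than at 1 h. Without replicate number 1 the count was 41 in place of 84.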

Values the study reported

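The study counted 244 genes of apoptosis terms that were raised by IL-1β, budesonide or both together, of which 25 were raised by each single treatment. That overlap made up 15.7% of the genes raised by IL-1β and 26.6% of those raised by budesonide. It gave an r² of 0.715 between the effect of budesonide alone and the change of the IL-1β response in 106 of these genes, raised by IL-1β and also regulated by budesonide alone. For 76 genes raised by budesonide and also regulated by IL-1β alone the corresponding r² was 0.857.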

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

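The comparison of 24 h with 2 h was chosen only after the values at each time had been seen. The test for single libraries far from their group was planned.

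The IL-1β response of many genes differed between early and late times. BIRC3 mRNA was upregulated by IL-1β less at 24 h than at 2 h, by −1.25 ± 0.24 (SE) on the log2 scale (limma adjusted p = 4.1e-05). The same difference for BIRC2 was −1.29 (adjusted p = 7.5e-08) with IL-1β and −1.31 (adjusted p = 2.7e-08) with IL-1β plus budesonide. For BIRC3 with IL-1β plus budesonide it was −0.73 (adjusted p = 0.016), below the minimum for a call. Under budesonide alone it was 0.09 for BIRC3 and 0.08 for BIRC2. With IL-1β 329 genes had a larger value at 24 h than at 2 h and 603 a smaller value. IFI27, an interferon-stimulated gene, went from −0.15 at 2 h to 6.31 at 24 h, and IGFBP1, which binds insulin-like growth factors, from −0.72 to 4.36. IRF1 went from 5.29 to 1.64 and the histone demethylase gene KDM6B from 3.82 to 0.20. With budesonide 409 genes had a larger value at 24 h and 663 a smaller value. The replication origin gene CDC6 went from −0.24 to −3.85, the sodium channel gene SCNN1B from −0.07 to 4.23, the amine oxidase gene MAOA from 0.19 to 3.46 and complement C3 from 0.16 to 3.38. With cotreatment against NS the counts were 415 and 813, and with cotreatment against IL-1β 295 and 384. These genes were chosen after their values were seen. No explanation was tested for them here.

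A library lay far from the other 3 of its group in 5 of 90 tests, where chance flags about 1 in 20 groups and 4.5 were expected. BIRC3 mRNA in budesonide at 1 h was 28.4 TPM in library 1 and 17.9 to 19.7 TPM in the others (gap 0.830 of the range). Number 1 was also the highest at 1 h in NS (11.3 TPM, others 7.63 to 9.62 TPM). The same held at 1 h with IL-1β (110 TPM, others 60.3 to 74.1 TPM) and with cotreatment (127 TPM, others 56.9 to 78.1 TPM). The sum of values was 885345 TPM in budesonide at 6 h library 4, against 852326 to 857765 TPM (0.835), 902859 TPM in IL-1β-plus-budesonide at 1 h library 4, against 828443 to 834986 TPM (0.912), and 905331 TPM in IL-1β-plus-budesonide at 24 h library 4, against 886205 to 886962 TPM (0.960). Mitochondrially encoded genes took 16.0% of the values in NS at 24 h library 3, against 14.5% to 14.6% in the others (0.879).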

How the results depend on the processing

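Leaving out the 5 libraries that stood apart was chosen after the data were seen, and the other alternatives were planned. Of 413 leading counts under an alternative, 362 stayed within 1.5 times and 51 did not. Of 6561 values of named genes, 0 reversed, 35 lost and 220 gained a call. Of 1712 gene list tests, 1 reversed, 40 lost and 59 gained a call. Of 990 counts at single times 156 were labelled moved, of 37 correlations 12 and of 80 additivity values 3, by tolerances that differed between classes. The correlations lay between 0.702 and 0.856 and between 0.846 and 0.906, within 1.5 times of the main values. The second range leaves out the 10 genes of the apoptosis lists, for which r was 0.972. Additivity of BIRC3 at 2 h, which was not among the 3, was −6.03 in fold units at its lowest. The alternative on the log2 scale, which is not in fold units, gave −2.18. BIRC2 at 2 h (lowest −1.71 in fold units, −0.73 on the log2 scale) was not among the 3 either. Nor was BIRC2 at 1 h (−0.01 to 0.15), which changed sign. Without a fold minimum (adjusted p alone) more genes were called. IL-1β gave 3908 up and 5107 down, budesonide 2989 and 3387, cotreatment 3618 and 4468, cotreatment against IL-1β 3706 and 3912, cotreatment against budesonide 2332 and 2709, the interaction 1774 and 1550, and NS over time 792. The overlap was 1041 and r 0.815, with 1624 genes up with IL-1β only, 836 with budesonide only, 322 with cotreatment only, 100 with both single treatments, 1243 with IL-1β and cotreatment, 1112 with budesonide and cotreatment and 941 with all 3. A minimum mean of 5 TPM, which tests fewer genes, gave 585 and 692 for IL-1β, 391 up for budesonide, 577 and 661 for cotreatment, 395 and 439 against IL-1β, 371 and 154 against budesonide, 377 and 241 for the interaction and 47 for NS over time. Its regions, in the order above, held 251, 118, 60, 5, 249 and 188 genes, and r was 0.845 and 0.906. A pseudocount of 0.1 gave 562 genes down against budesonide and 172 up with all 3, and a pseudocount of 1 gave 222 down. The authors' table gave 2006 genes down with IL-1β, an overlap of 235, 15 genes up with both single treatments alone and 220 with all 3. An adjusted p of at most 0.01 gave r of 0.856 and 0.886. Without the 5 libraries r was 0.825 for the first correlation. With every IL-1β-upregulated gene r was 0.702, with every budesonide-upregulated gene 0.846, and for the apoptosis lists 0.785 in the first correlation. On the log2 scale, which compares with the product of folds, BIRC3 additivity was −1.77, −1.80 and −1.75 at 6, 12 and 24 h. At 6 h in place of the time average 10 lists passed for budesonide, and the cholesterol synthesis list under IL-1β pointed downward (adjusted p = 0.379, between 2.3e-05 and 0.432 over its alternatives). With fry, which does not compare a list with other genes, 21 lists passed for budesonide, 25 for cotreatment and 23 for cotreatment against IL-1β. With each replicate left out in turn, NS over time gave 41 to 90 genes and the second correlation 0.878 to 0.888. Where no construction is named, the cause was not tested.

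The labels do not say that a replicate number marks 1 experiment in every group, so libraries with the same replicate number are taken to share only a number. Their deviations correlated with a mean r of 0.288 over 114 pairs (−0.119 to 0.828), against −0.093 over 342 pairs with different numbers, and 77 of 78 libraries correlated best with libraries of their own number, a hint from the data and not from the design. With a replicate block IL-1β gave 1000 genes up and 1199 down, budesonide 660 and 850, cotreatment 1021 and 1054, cotreatment against budesonide 664 and 357, the interaction 663 and 507, and of the leading values only the first correlation moved (0.825). Of the other results 1 named gene gained a call, the interaction at 1 h had 4 genes up, and the immediate early list did not pass in cotreatment against IL-1β, as under some other alternatives. The additivity values set each library against NS of its own number, so their permutation test assumes a pairing that the labels do not state, and the 35 divisions keep the libraries of a treatment and number together. Other scalings shifted the median of all genes by −0.03 to 0.08 on the log2 scale. With IL-1β the larger count turned from down to up under median-of-ratios scaling (1078 up, 1053 down) and quantile normalization (1009, 984), and with cotreatment likewise (1078 and 951, 1065 and 953). A pseudocount of 1 turned both as well (877 and 867, 849 and 806). For cotreatment against budesonide the larger count turned from up to down without a fold minimum (2332 up, 2709 down). An alternative tool for counts was not run, since the values are not counts. A fit for each time gives no time-averaged p, and pseudocount and filter do not enter the additivity values. With no read counts for each library, no limit is given for genes listed at 0.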

Other observations

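The comparison of the 5 libraries with the other 73, the test of the lowest group means, the tests of the budesonide-upregulated genes and of the genes raised by both treatments, and all counts of other splits were chosen only after the result was seen.

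Single genes that handle glucocorticoid, and single clock genes, were called, although neither list passed. HSD11B1, which regenerates active glucocorticoid, stood at 5.54 on the log2 scale at 24 h with IL-1β and at 2.66 with budesonide. Its mRNA was 25.6 ± 12.4 TPM with IL-1β and 46.7 ± 15.5 TPM with cotreatment at 24 h (SD, n = 4 each). HSD11B2, which inactivates glucocorticoid, stood at −1.16 at 24 h with IL-1β and rose by 2.23 with budesonide. The GR gene NR3C1 was not called with IL-1β (−0.70 at 24 h) or budesonide (−0.08 at 24 h). The list of receptors and enzymes of the treatments had 1 of 11 up and 1 down with IL-1β (adjusted p = 0.844), 2 up with budesonide (adjusted p = 0.271), 2 up with cotreatment (adjusted p = 0.289) and 2 up against IL-1β (adjusted p = 0.304). Among clock genes PER1, a period gene, rose by 2.73 with budesonide and 2.57 with cotreatment, CIART, a repressor of the clock, by 1.52 with budesonide, and BHLHE41, a transcriptional repressor, by 1.26 with IL-1β. As a list the 16 clock genes did not pass with IL-1β (2 up and 1 down, adjusted p = 0.972), budesonide (5 up and 3 down, adjusted p = 0.102), cotreatment (5 up and 4 down, adjusted p = 0.187) or against IL-1β (6 up and 3 down, adjusted p = 0.196). Counts adjusted over the list alone were the same for both lists.

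Markers of other cell types were lowered or raised by single members with budesonide. DCN, a matrix proteoglycan, stood at 1.93 and THY1 at −1.90 at 24 h with budesonide, in a fibroblast list with 1 of 5 up and 3 down (adjusted p = 0.416). With cotreatment against IL-1β 2 of 3 immune markers fell, CD14 standing at −2.15 and CD68 at −1.12 at 24 h (adjusted p = 0.322). These counts adjusted over the list alone were the same.

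The 5 libraries that stood apart differed from their groups by gene length and GC content. In them the deviation from the group mean correlated with transcript length with a median absolute rho of 0.561 and with GC content with 0.465 over 13030 of the 13327 genes, against medians of 0.094 and 0.100 in the other libraries, so a technical bias in these libraries may account for the distance. Of the 5 libraries, 2 correlated best with another group's mean. So did 27 of the other 73 (one-sided Fisher's exact p = 0.619), which cannot separate a wrong label from ordinary spread. BIRC3 and BIRC2 argue against a wrong treatment for 4 of the 5. Cotreatment at 12 h number 2 had 117 TPM BIRC3 (budesonide at most 45.7) and 31.2 TPM BIRC2 (IL-1β at least 42.2). IL-1β at 24 h number 2 had 41.4 TPM BIRC2 (other treatments at most 33.9). Budesonide at 2 h number 3 had 35.5 TPM BIRC3 (NS at most 11.8, groups with IL-1β at least 250). Budesonide at 12 h number 2 had 38.4 TPM (10.0 and 95.2). Cotreatment at 1 h number 4 and wrong times were not decided. The 5 libraries come from the 3 treatments and from 4 of the 5 times, and no biological explanation was tested. Without them the counts of genes up and down were 1013 and 1154 with IL-1β and 668 and 843 with budesonide.

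A total of 122 genes had a positive interaction at 2 or more times. The tables argue against reads shared between similar genes, since the median share of 31-base sequences found elsewhere was 0.901% and 2 of the genes exceeded 50%. With a pseudocount of 0.1 98.4% of the genes (120 of 122) were called up at 1 or more times, but a lower pseudocount enlarges log2 changes at low values, so this test cannot exclude a floor at low values. The median over these genes of the lowest group mean at the times called was 1.57 TPM, with 38 genes at or below 0.5 TPM and 22 at 5 TPM or more, which leaves the floor open for most of them. An effect of the treatments on these genes stays open as well.

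Of the budesonide-upregulated genes, 157 were lower under cotreatment than under budesonide, with a median log2 change of −0.70. The median over all genes was −0.035, which argues against the scaling between libraries. An effect of IL-1β that is there without budesonide remains a candidate explanation. The median IL-1β change of the 157 genes was −0.40 (quartiles −0.68 and −0.17), and 68 of them (43.3%) were downregulated by IL-1β, against 15.3% of all budesonide-upregulated genes. The 157 genes were selected for being lower under cotreatment, and such an effect cannot be told apart here from a change in the budesonide response.

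Under the hypothesis that interferon-stimulated genes follow NF-κB genes in time, their mean log2 fold change with IL-1β should rise late. It was 1.19 higher at 24 h than at 2 h, while that of the NF-κB list changed by −0.60. It was highest at 6 h (3.39), when the NF-κB list stood at 2.03, and fell to 2.56 at 12 h and 1.67 at 24 h, so the rise came between 2 and 6 h. This may reflect a secondary response, which these data do not test. A further hypothesis was that genes which budesonide raises on its own may be repressed less often. Of the 121 genes raised by both treatments, 6 (4.96%) were lowered by adding budesonide to IL-1β, against 408 of 882 other IL-1β-upregulated genes (46.3%; Fisher's exact p = 8.64e-22, two-sided, over genes that are not independent). Both sets of genes were selected on the IL-1β libraries, which enter the tested change as well.

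Other splits of the libraries into groups of the same sizes were counted. For IL-1β against NS the real division gave 1003 genes up and 1173 down, and the highest of the other divisions 493, so that chance can be excluded (1 of 35 divisions, the real one included, as for the next results). For budesonide against NS the real counts were 649 and 847 and the highest other 243, for cotreatment against NS 1018 and 1055 and 396, and for cotreatment against IL-1β 686 and 746 and 383. For cotreatment against budesonide the real count up was 655 and the highest other 421. For genes down it was 343 and the highest other 421 (2 of 35), so chance cannot be excluded. Each comparison has the same highest other value for both directions, so 343 was not set against genes down alone. NS at 24 h against 1 h gave 84 genes and the highest other 1. For the gene lists, chance can be excluded with cotreatment, where 16 lists passed and the highest other was 15, but not with IL-1β (16 and 16, 3 of 35), budesonide (6 and 8, 6 of 35) or cotreatment against IL-1β (11 and 12, 5 of 35). In these divisions p-values were adjusted over the 27 lists of a comparison, which gives 11 in place of 12 for the last. The other divisions had a median of 6 lists passing with IL-1β, 3 with budesonide, 4.5 with cotreatment and 6 with cotreatment against IL-1β. Some of these divisions keep most libraries of a treatment together, so part of its effect can remain in them. The interaction gave 603 genes up and 462 down, the highest of the other draws 635 and 851, and the overlap 121, with a highest draw of 289 (3 of 100 each), so chance can be excluded in this form. Some draws lay well above the real value, as for the overlap and the interaction down, so the draws were not free of large effects. Whether treatment effects left in the libraries account for them was not tested, so chance is excluded in this form only. The correlations were 0.837 and 0.873 and the highest others 0.684 and 0.812 (1 of 100 each), drawn among all 4 treatments with the single effects left in the libraries, so chance can be excluded in that form only. Divisions drawn for each time on its own, the first form of this test, kept or exchanged whole groups at 1 or more times in 16 to 23 of 100 draws. Of the gene counts there, 1 to 5 of 100 draws were as large, 5 for budesonide genes up (highest other 764) and for genes down against budesonide (highest other 660). Of the list counts there, 6 draws were as large with IL-1β, 11 with budesonide, 7 with cotreatment and 6 with cotreatment against IL-1β. In that form chance could not be excluded for budesonide genes up, for genes down against budesonide, or for any list count. Draws among all 4 treatments, which left the single effects in the libraries, were made before the others. They were kept for the correlations and replaced for the other results after these had been seen. There 4 of 100 draws were as large for the interaction up (highest other 864) and 8 for the interaction down (highest other 1136), so excluding chance for the interaction down rests on the later form. For the overlap 2 draws were as large (highest other 126). For the lists passing, with p-values adjusted over all 108 tests, 1 was as large with IL-1β (highest other 15) and with cotreatment (13), 63 with budesonide (14) and 10 with cotreatment against IL-1β (14). For the genes up by cotreatment only (145) 12 draws were as large, by both single treatments without cotreatment (8) 10, and by budesonide only (216) 5, so chance could not be excluded for these, and for each other combination of treatments 1 was as large.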
